A study of Mus musculus with 2 samples. Its data were reported in "DNMT1-mediated regulation of somatostatin-positive interneuron migration impacts cortical architecture and function" (2025).

How the data were processed

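Single-cell RNA sequencing was carried out on the cerebral cortex of mouse embryos at embryonic day (E) 16.5 from wild-type (WT) control animals of an *Eomes-Cre* line. There were 2 libraries, both in the WT group. The numbers 1 and 2 only name them, and whether each library holds cells of 1 embryo or of several is not stated by the labels. Per the labels, the tissue was dissociated with papain and the poly(A) RNA of each droplet was barcoded with a 10x Genomics droplet kit that adds a unique molecular identifier (UMI) to each captured molecule. The values deposited by the authors are raw counts of UMIs per gene and cell barcode, after the barcode filter of Cell Ranger, which is version 7.1.0 per the file headers. They carry no normalization. Each library lists 32285 genes. The genome build and annotation of the counting are not stated by the files, so gene positions are given from the GENCODE M39 annotation of GRCm39, matched by Ensembl identifier, and serve only to place a gene.

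Cells were kept with at least 1500 and at most 60000 UMIs and with under 10% mitochondrial UMIs. Doublets were scored per library with Scrublet in scanpy 1.11.5, and the cells with the highest scores were removed, at 0.8% for every 1000 barcodes. This removed 432 cells from replicate 1 and 1111 cells from replicate 2. Automatic thresholds marked 174 and 373 cells, all of which were among those removed. Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes were taken without the 77 panel genes described below, without mitochondrial, ribosomal protein and globin genes, and without sex-linked genes. Genes were centred and scaled within each library, S and G2M scores were regressed out, and 30 principal components and 20 nearest neighbours gave a shared-neighbour graph. Leiden clustering (leidenalg 0.10.2, resolution 1) gave 25 clusters. No embedding plot was used to name cells.

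Clusters were named from marker lists fixed before the data were examined, and each name is given as "X-like". A name needed at least 3 markers detected in at least 10% of the cells and above the other clusters. The following rules were set after the clusters had been seen, and without looking at the values of the panel genes. The cycle scores were regressed out, markers held by more than 1 list were not counted, a mean marker score of at least 1 was required, and cycle genes were left out of the leading genes. A cluster whose 10 leading genes held more markers of another list than of its own stayed unnamed. The minimum marker score kept 1 cluster, with 3.69% of the cells of replicate 1 and 4.35% of those of replicate 2, out of any class. The rule on leading genes left out 1 cluster with more leading markers of hippocampal neurons, with 8.71% and 9.24% of the cells, and 1 with more of deep-layer neurons, with 3.65% and 4.09%. The latter is about as large as the deep-layer neuron-like class itself. The class that the marker lists named Cajal-Retzius was found to be mixed, and it is not reported as a cell type.

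The panel held 77 genes fixed before the data were examined: 46 of cell signalling, 20 regulators of interneuron development and 11 of DNA methylation. Because the panel was left out of the clustering, a panel gene did not define a class. Cells are not replicates. Counts were therefore summed per library and class, and the sums were tested with edgeR 4.0.16 (R 4.3.3): TMM normalization, genes with at least 10 counts in at least 2 sums, and the quasi-likelihood test with the library as a block. The 15 named classes with at least 20 cells in each library entered the same fit. Excitatory neuron-like cells were the mean of the upper-layer and deep-layer classes on the log scale of the fit, so a gene unequal between those classes can have a fold change that differs from the ratio of the mean CPM values. *Sst*-positive cells (at least 1 *Sst* UMI) were compared with *Sst*-negative cells inside the MGE interneuron-like class, and cells in S or G2M phase with those in G1 inside each progenitor class, on 4 sums each. Cycle phase came from lists of 42 S phase and 52 G2M phase genes, none of which is a result. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and also over the panel alone. A call is an adjusted p-value under 0.05. The standard error (SE) of a log2 fold change is its size divided by the square root of the F statistic. With 2 libraries and no second group, all comparisons lie between classes of the same libraries. An SE covers these 2 libraries only. It rests on a spread that the fit estimates over all its sums and partly shares across genes. It therefore does not measure how closely the 2 libraries agree on the ratio of a single gene.

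The genes named are *Dnmt1*, *Sst*, *Efnb2*, *Epha4*, *Nrxn3*, *Nlgn1*, *Erbb4*, *Wnt7a*, *Sstr2* and *Efna5*, and for each comparison of panel genes the 5 called genes with the largest fold change, at least 10 CPM in the higher class and the same direction in both libraries. For the *Sst* comparison the 5 largest in each direction over all genes were taken by the same rule. This choice was made before the data were examined. Some panel genes entered the tests and the counts of calls and are not reported here by name. CPM is the count of a gene per 1000000 counts summed over the class. For ligand-receptor pairs, the CPM of the ligand in the sending class was multiplied by the CPM of the receptor in the receiving class, and the product was ranked among the 210 ordered pairs of different classes in that library. This is not a communication probability, and CellChat was not run. Shares of cells have exact binomial (Clopper-Pearson) 95% intervals, which cover counting error only. To compare shares across depths, each cell was thinned at random to 1500 UMIs; all kept cells held at least that number, so none was left out.

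The tests were checked on simulated counts made from the real means and library sizes with 200 genes changed 3-fold. The changed genes were drawn from those with at least 10 expected counts in the smallest sum compared. The simulated libraries differed in size only, and no gene departed from the trend of the dispersion. The shares below are therefore a best case and need not hold for the real counts. Over the comparisons between classes, from 92% to 96.5% of the changed genes were called, all in the right direction, and false calls made up between 3.16% and 6.53% of the calls. For *Sst*-positive against *Sst*-negative cells 95.5% of the changed genes were called, with 4 false calls. For cycling against non-cycling IPC-like cells 96% were called, with 20 false calls, which are 9.43% of its calls and above the 5% level. For cycling against non-cycling RGC-like cells 92% were called, with 14 false calls, which are 7.07% of its calls.

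The alternatives fixed before the data were examined were a looser cell filter (at least 1000 UMIs and under 20% mitochondrial UMIs), no removal of doublets, Leiden resolutions of 0.6 and 1.5, panel genes allowed into the clustering, no centring within libraries, a random split of the UMIs into 50% for clustering and the rest for the tests, DESeq2 1.42.0, upper-quartile normalization, no filter beyond 1 count, no library block, only the compared classes in the fit, other definitions of *Sst* status, log products for the ligand-receptor pairs, the mean over cells in place of the sum, and leaving out each library in turn. Those chosen after seeing the data were no regression of the cycle scores, shared markers counted toward a name, the robust prior of edgeR, and a fit without the class named Cajal-Retzius.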

Results

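To examine which signals could pass from SST+ cortical interneurons (cINs) to cortical progenitors, the study used single-cell RNA sequencing of embryonic cortex. The data described here come from 2 WT libraries of E16.5 cerebral cortex, which form a single group. Replicate 1 held 9049 barcodes with 46398156 UMIs and replicate 2 held 13556 barcodes with 64324236 UMIs. After filtering, 65.9% of the barcodes of replicate 1 and 75.6% of those of replicate 2 passed, with 2213 and 1748 barcodes at or above the mitochondrial limit. After removal of doublets, 5534 cells with a median of 5493 UMIs remained in replicate 1 and 9136 cells with a median of 4728 UMIs in replicate 2. There was no treated or mutant group, so the comparisons below lie between cell classes of the same libraries, with n = 2 libraries.

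The 14670 cells fell into 25 clusters. Radial glial cell (RGC)-like cells made up 5.81% ± 0.470 (SD, n = 2) of the cells, and intermediate progenitor cell (IPC)-like cells 4.91% ± 0.231 (SD, n = 2). Interneuron-like cells with markers of the medial ganglionic eminence (MGE), the source of SST+ cINs, made up 11.0% ± 1.04 (SD, n = 2). Those with markers of the caudal ganglionic eminence (CGE) made up 3.44% ± 0.0308 (SD, n = 2), and 7.45% with markers held by more than 1 list counted toward a name, an alternative chosen after seeing the data. Upper-layer neuron-like cells were the most numerous named class, at 18.5% ± 0.959 (SD, n = 2), and deep-layer neuron-like cells made up 4.09% ± 1.01 (SD, n = 2). Striatal projection neuron-like cells made up 11.98% ± 0.109 (SD, n = 2), and GABAergic progenitor-like cells 5.68% ± 0.467 (SD, n = 2). Whether all MGE interneuron-like cells are cortical interneurons was not tested. No name was given to 16.0% of the cells in replicate 1 and 17.7% in replicate 2. A further 421 cells formed a class in which 293 cells held a *Gad1* or *Gad2* UMI and 52 a *Trp73* UMI; it is not reported as a cell type. At a Leiden resolution of 0.6 the IPC-like share fell to 0.824%, and the upper-layer neuron-like share rose to 23.6%.

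**Figure D1:**
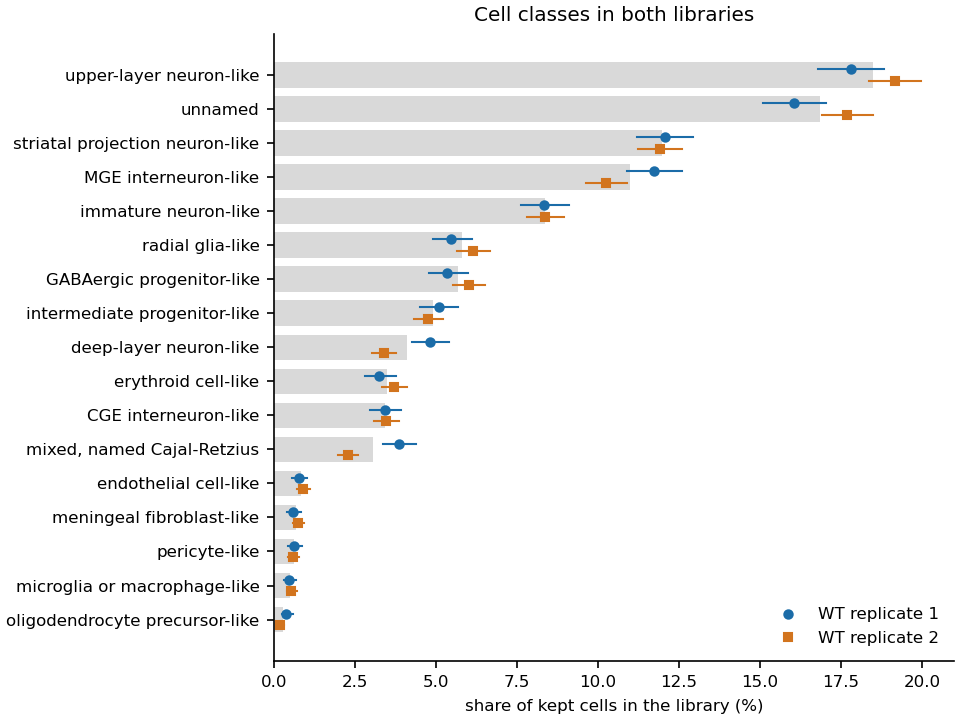
Share of kept cells (%, horizontal axis) in each class; grey bars are the mean of both libraries, circles WT replicate 1 and squares WT replicate 2, and lines the exact binomial 95% interval, which covers counting error only. MGE interneuron-like cells lie at 11.7% and 10.3%, RGC-like cells at 5.48% and 6.14%, and IPC-like cells at 5.08% and 4.75%.

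*Sst* (ENSMUSG00000004366) lies on chromosome 16 from 23707321 to 23711733. An *Sst* UMI was found in 18.5% ± 1.72 (SD, n = 2) of MGE interneuron-like cells, at a median depth of 3037 UMIs in replicate 1 and 3299 UMIs in replicate 2. In upper-layer neuron-like cells, which should lack the gene, the share was 7.12% ± 0.127 (SD, n = 2) at a median depth of 6852 and 5648.5 UMIs. With all cells thinned to 1500 UMIs, the shares were 12.2% ± 1.002 and 1.66% ± 0.0890 (SD, n = 2). With at least 2 *Sst* UMIs required, they were 7.88% ± 0.0278 and 0.505% ± 0.148 (SD, n = 2). Some shallower classes had a higher share than upper-layer neuron-like cells. In thinned cells it was 5.18% ± 1.04 (SD, n = 2) in erythroid-like and 4.28% ± 1.37 (SD, n = 2) in striatal projection neuron-like cells. Whether these shares come from free RNA or from low expression was not decided. The MGE share was above that of these 3 classes in both libraries under each definition. Part of the MGE interneuron-like cells with a single *Sst* UMI cannot be told from the level of these classes. Summed over the class, *Sst* reached 209.5 CPM ± 13.9 (SD, n = 2) in MGE interneuron-like cells and 23.7 CPM ± 8.32 (SD, n = 2) in CGE interneuron-like cells, with a log2 fold change of 3.21 ± 0.40 (SE) and an adjusted p-value of 8.4e-08 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

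**Figure D2:**
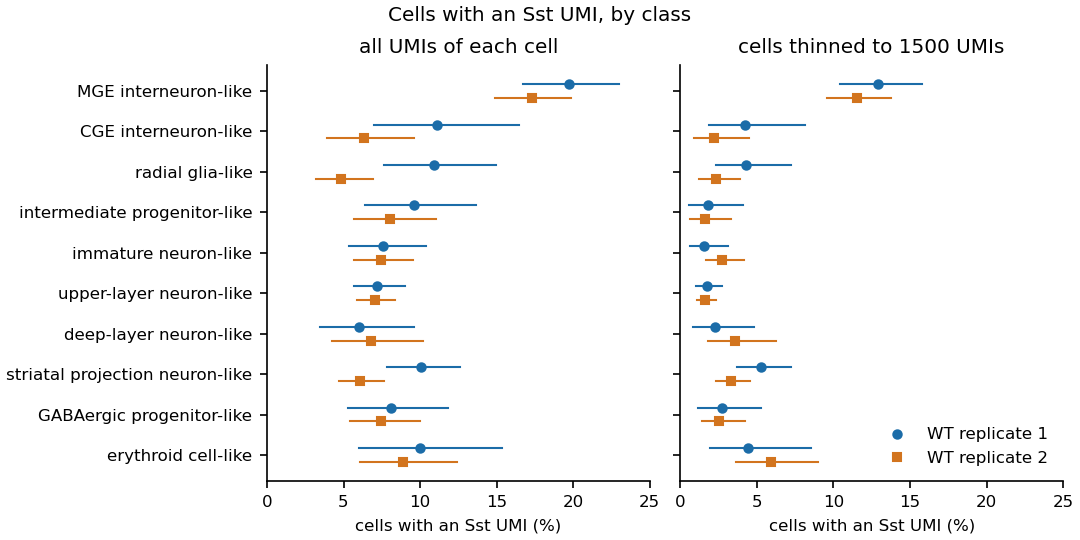
Share of cells with an *Sst* UMI (%, horizontal axes) by class, from all UMIs of each cell (left) and after thinning to 1500 UMIs (right); circles are WT replicate 1, squares WT replicate 2, and lines exact binomial 95% intervals for counting error only. After thinning, MGE interneuron-like cells lie at 12.9% and 11.5%, above the other classes drawn.

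The first comparison asked which signalling and regulatory genes set MGE interneuron-like cells apart from excitatory neuron-like cells. Of 73 panel genes tested, 48 were called over all 15341 genes tested, 32 higher and 16 lower in MGE interneuron-like cells, and 51 when adjusted over the list alone. No alternative moved this count by more than 1.5 times; for the class comparisons the alternative that moved a count most was a Leiden resolution of 0.6, with 28 calls in place of 43 between RGC-like and IPC-like cells. The largest differences were those of *Erbb4*, *Sox6*, *Nrxn3*, *Ackr3* and *Maf*, at log2 fold changes of 8.67, 7.72, 7.36, 7.24 and 7.04. *Nrxn3* (chromosome 12, 88689646 to 90301709) had 15760.3 CPM ± 758 (SD, n = 2) in MGE interneuron-like cells and 119 CPM ± 34.1 (SD, n = 2) in excitatory neuron-like cells, with an adjusted p-value of 8.4e-17 (edgeR, Benjamini-Hochberg). It did not separate the interneuron classes, at a log2 fold change of -0.22 ± 0.46 (SE) between MGE and CGE interneuron-like cells and an adjusted p-value of 0.894 (edgeR, Benjamini-Hochberg). *Efnb2* (chromosome 8, 8667226 to 8711249) had 182 CPM ± 12.1 (SD, n = 2) against 181 CPM ± 8.84 (SD, n = 2), with a log2 fold change of 0.10 ± 0.11 (SE) and an adjusted p-value of 0.531 (edgeR, Benjamini-Hochberg). *Dnmt1* (chromosome 9, 20817945 to 20871184) had 42.0 CPM ± 1.01 (SD, n = 2) against 49.1 CPM ± 3.50 (SD, n = 2) and was likewise not called, with an adjusted p-value of 0.193 (edgeR, Benjamini-Hochberg).

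*Epha4* (chromosome 1, 77343822 to 77492816) was higher in MGE interneuron-like than in excitatory neuron-like cells, with a log2 fold change of 1.75 ± 0.13 (SE) and an adjusted p-value of 3.6e-14 (edgeR, Benjamini-Hochberg). The class was uneven in this gene: a cluster of 857 cells with little *Nkx2-1* had 82.9 CPM in replicate 1 and 55.2 CPM in replicate 2, and a cluster of 729 cells with more *Nkx2-1* had 815 and 540 CPM. Excitatory neuron-like cells had 135 and 97.3 CPM, above the cluster of 857 cells in both libraries. The higher level of the class thus came from the cluster of 729 cells alone. This split was examined after the values had been seen. *Nlgn1* (chromosome 3, 25480379 to 26386609) was lower in MGE interneuron-like cells, at a log2 fold change of -2.52 ± 0.16 (SE), with 338 CPM ± 99.6 (SD, n = 2) against 2048 CPM ± 28.7 (SD, n = 2). *Wnt7a* and *Efna5* were higher, at log2 fold changes of 3.42 and 2.62. *Sstr2* was lower at -1.36 in the fit, and the ratio was -1.92 in replicate 1 and -0.70 in replicate 2.

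Between MGE and CGE interneuron-like cells, 19 of the 73 panel genes were called, 12 higher and 7 lower in the MGE class, and 24 when adjusted over the list alone. The number lower was 2 with no doublets removed and 13 with only the compared classes in the fit. With shared markers counted, 14 of the 19 genes kept call and direction, and 13 with no doublets removed. Besides *Sst*, the largest differences were those of *Nkx2-1*, *Ackr3*, *Maf* and *Mef2c*, at log2 fold changes of 5.53, 4.67, 3.16 and 2.45. *Efna5* was higher by 2.19 on the log2 scale. *Epha4* differed by 0.01 and *Erbb4* by 0.01 in the fit, both with an adjusted p-value of 1 (edgeR, Benjamini-Hochberg). The libraries went opposite ways in both genes, with ratios of 0.46 and -0.42 for *Epha4* and -0.18 and 0.13 for *Erbb4* in replicates 1 and 2.

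The receiving side was examined in the progenitors. Of the 73 panel genes, 55 were called between RGC-like and excitatory neuron-like cells, 21 higher and 34 lower in RGC-like cells, and 57 when adjusted over the list alone. Between IPC-like and excitatory neuron-like cells 43 were called, 20 higher and 23 lower, and 43 when adjusted over the list alone. *Epha4* was higher in both progenitor classes, at log2 fold changes of 1.52 ± 0.13 (SE) in RGC-like and 1.89 ± 0.13 (SE) in IPC-like cells, with adjusted p-values of 7.1e-13 and 1.2e-15 (edgeR, Benjamini-Hochberg). Its level was 347 CPM ± 35.4 (SD, n = 2) in RGC-like cells and 432 CPM ± 83.5 (SD, n = 2) in IPC-like cells. *Efnb2* was lower in both, at -0.75 and -0.95 on the log2 scale; the ratios of the single libraries were -0.79 and -0.42 in RGC-like cells and -1.18 and -0.60 in IPC-like cells. *Nlgn1* was lower in both, at -1.20 and -1.95, and still had 903 CPM ± 26.2 and 509 CPM ± 13.0 (SD, n = 2). *Sox6* and *Uhrf1* were among the 5 largest differences in both classes, at log2 fold changes of 6.77 and 5.71 in RGC-like and 6.44 and 5.26 in IPC-like cells, and *Mef2c* was lower, at -4.09 and -4.80. *Dnmt1* was not called in RGC-like cells, with an adjusted p-value of 0.681 (edgeR, Benjamini-Hochberg). In IPC-like cells it was higher by 0.34 with an adjusted p-value of 0.0311 (edgeR, Benjamini-Hochberg), and without regression of the cycle scores, an alternative chosen after seeing the data, it was lower by -0.72.

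**Figure D3:**
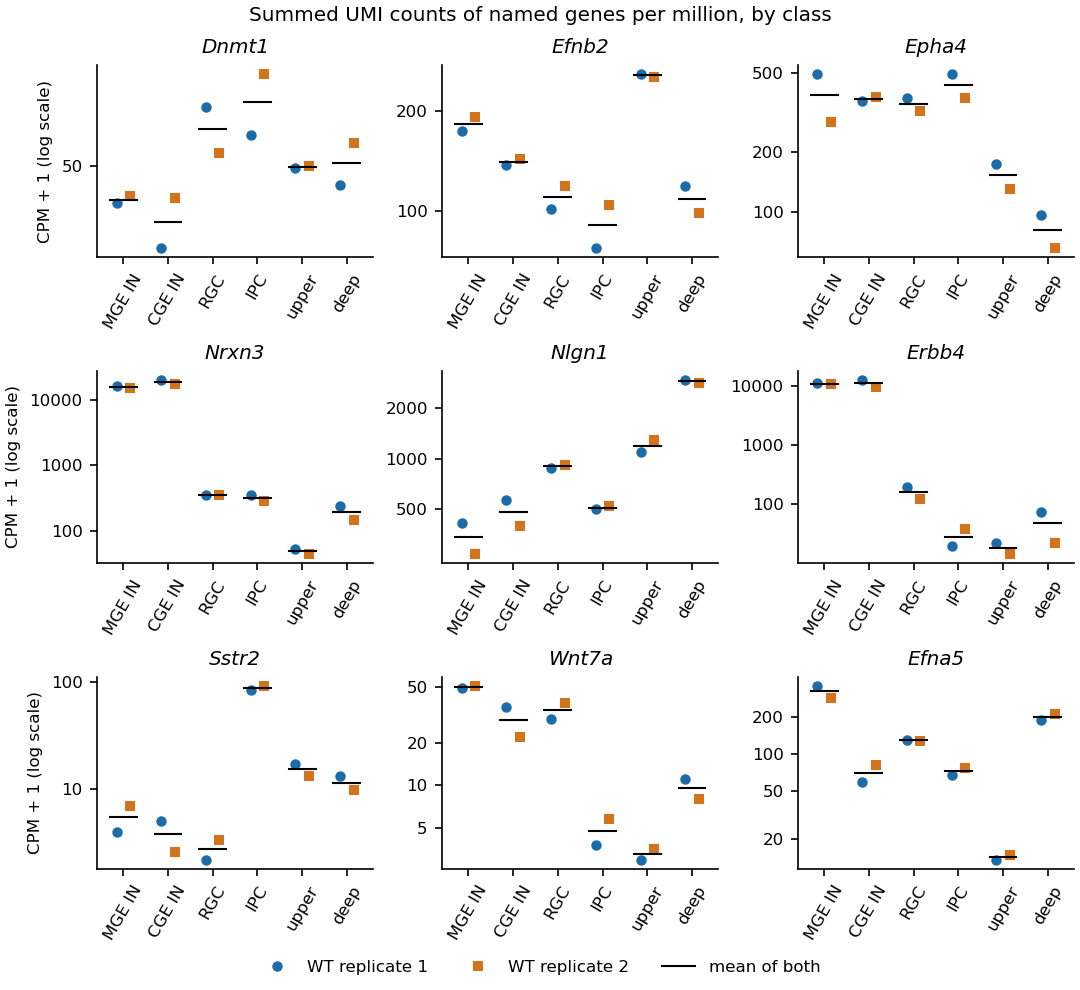
CPM (vertical axes, log scale, shown as CPM + 1) of 9 named genes in MGE and CGE interneuron-like (IN), RGC-like, IPC-like, upper-layer and deep-layer neuron-like cells; circles are WT replicate 1, squares WT replicate 2 and lines their mean. *Nrxn3* and *Erbb4* are highest in both interneuron classes, and *Sstr2* is highest in IPC-like cells at 84.2 and 92.1 CPM.

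Between RGC-like and IPC-like cells, 43 of the 73 panel genes were called, 24 higher and 19 lower in RGC-like cells, and 46 when adjusted over the list alone. *Sstr2* (chromosome 11, 113510145 to 113516862) had the largest difference, with 88.2 CPM ± 5.55 (SD, n = 2) in IPC-like cells and 1.79 CPM ± 0.838 (SD, n = 2) in RGC-like cells, a log2 fold change of -5.60 ± 0.30 (SE) and an adjusted p-value of 6.5e-18 (edgeR, Benjamini-Hochberg). *Cxcl12* was lower in RGC-like cells by -3.68 on the log2 scale, and *Wnt7a*, *Nrg3* and *Ephb1* were higher by 3.01, 2.91 and 2.89. *Epha4* was lower in RGC-like cells by -0.38 ± 0.14 (SE), with an adjusted p-value of 0.0400 (edgeR, Benjamini-Hochberg). The ratio was -0.40 in replicate 1 and -0.21 in replicate 2, and at a Leiden resolution of 0.6 it was 0.12 and not called.

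**Figure D4:**
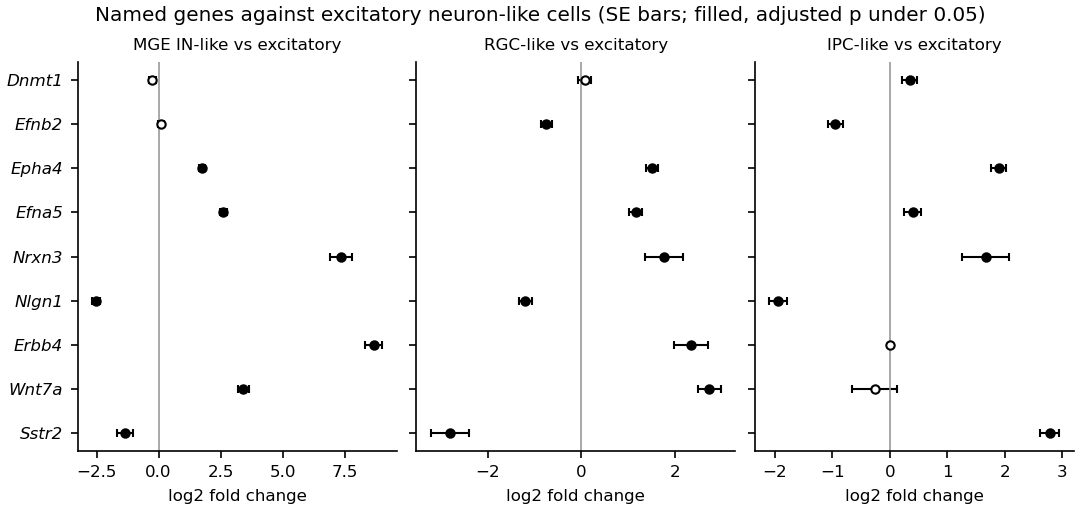
Log2 fold change (horizontal axes) of 9 named genes in MGE interneuron-like (IN), RGC-like and IPC-like cells against excitatory neuron-like cells; bars are the SE and filled points have an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Epha4* is higher in the 3 classes, at 1.75, 1.52 and 1.89, and *Nlgn1* is lower, at -2.52, -1.20 and -1.95; *Erbb4* in IPC-like cells has no bar, since its change was 0 to 2 decimals.

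For the ligand-receptor pairs named by the study, the product of ligand and receptor CPM was ranked among 210 ordered pairs of classes. For *Nrxn3* in MGE interneuron-like cells and *Nlgn1* in RGC-like cells, 94.8% of the class pairs had a lower product in replicate 1 and 96.2% in replicate 2. With IPC-like cells as receiver the shares were 91.0% and 91.9%. *Nrxn3* had 15760.3 CPM in MGE and 18650 CPM in CGE interneuron-like cells, against at most 352 CPM in RGC-like, IPC-like and excitatory neuron-like cells. *Nlgn1* was higher in upper-layer and deep-layer neuron-like cells, at 1197 and 2899 CPM, than in either progenitor class. The ranks of this pair thus owe much to the ligand and do not single out progenitors as receivers. For *Efnb2* and *Epha4*, 87.1% and 91.0% of the class pairs had a lower product with RGC-like cells as receiver, and 93.3% in both libraries with IPC-like cells. The alternative that moved these ranks most was a Leiden resolution of 0.6, which gave 89.0% for *Efnb2* and *Epha4* with IPC-like cells as receiver. *Efnb2* itself was no higher in MGE interneuron-like than in upper-layer neuron-like cells, which had 255 CPM ± 3.21 (SD, n = 2), and was higher than the 108 CPM ± 14.5 (SD, n = 2) of deep-layer neuron-like cells.

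Within the MGE interneuron-like class, 285 of 10558 genes were called between *Sst*-positive and *Sst*-negative cells, 199 higher and 86 lower in *Sst*-positive cells. This count depended on the test more than the others: DESeq2 called 47 genes and the fit without the library block 55, all of which were among the 285. Few lower genes kept their call: DESeq2 called 41 higher and 6 lower, and the fit without the block 48 higher and 7 lower. The 5 largest increases were those of *Grin3a*, *Dscam*, *P3h2*, *4930587E11Rik* and *Cdh9*, at log2 fold changes of 3.31, 3.24, 3.17, 2.69 and 2.44. For *4930587E11Rik* the ratio was 2.90 in replicate 1 and 1.72 in replicate 2, and for *Cdh9* 2.98 and 1.63. The 5 largest decreases were those of *Mfap4*, *Pebp4*, *Dcbld1*, *Ccnd2* and *Tead2*, at -3.68, -2.89, -2.38, -2.33 and -2.30. The ratios of the single libraries were -1.87 and -3.84 for *Mfap4* and -3.77 and -1.68 for *Ccnd2*. In *Sst*-positive cells *Mfap4* had 2.09 and 0 CPM, *Tead2* 2.09 and 2.94 CPM, and *Pebp4* and *Dcbld1* 4.18 and 2.94 CPM each. The sizes of these decreases thus rest on very few UMIs. *Ccnd2* had 4.18 and 20.6 CPM. *Epha4* was lower by -0.65 ± 0.15 (SE) with an adjusted p-value of 0.00143, and *Efna5* by -0.58 ± 0.15 (SE) with an adjusted p-value of 0.00698 (edgeR, Benjamini-Hochberg). Both rested mainly on replicate 2, with ratios of -0.27 and -1.06 for *Epha4* and -0.16 and -1.01 for *Efna5* in replicates 1 and 2, and neither was called by DESeq2 or without the library block. *Efnb2* (0.20 ± 0.15, SE) and *Dnmt1* (0.13 ± 0.25, SE) were not called, with adjusted p-values of 0.721 and 0.930 (edgeR, Benjamini-Hochberg). The ratios were 0.21 and 0.20 for *Efnb2* and -0.07 and 0.28 for *Dnmt1* in replicates 1 and 2.

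Cells in S or G2M phase made up 59.2% ± 6.34 (SD, n = 2) of RGC-like cells and 34.0% ± 3.35 (SD, n = 2) of IPC-like cells. In upper-layer neuron-like cells, which have left the cycle, the share was 2.27% ± 0.190 (SD, n = 2). Thinned to 1500 UMIs, the shares were 62.6% ± 4.34, 45.8% ± 2.19 and 14.0% ± 1.56 (SD, n = 2), so the phase call is less specific at low depth. Between cycling and non-cycling RGC-like cells, 25 of 58 panel genes were called, 8 higher and 17 lower in cycling cells, and 26 when adjusted over the list alone. In IPC-like cells 29 of 53 were called, 11 higher and 18 lower, and 32 when adjusted over the list alone. DESeq2 called 9 and 10 panel genes in these comparisons, and without regression of the cycle scores 3 were called in IPC-like cells, 0 higher and 3 lower. With no doublets removed, 14 of the 29 genes in IPC-like cells kept call and direction, and with panel genes in the clustering 22 did, where 6 were called higher and 24 lower. *Dnmt1* was higher in cycling cells of both classes, by 1.81 ± 0.21 (SE) in RGC-like and 2.16 ± 0.18 (SE) in IPC-like cells, with adjusted p-values of 9.7e-17 and 1.5e-30 (edgeR, Benjamini-Hochberg). *Uhrf1* was higher by 3.74 and 7.14. The latter is measured against 0.617 and 0.543 CPM in non-cycling IPC-like cells, and the ratios were 5.87 and 5.86 in replicates 1 and 2. Without regression of the cycle scores both genes kept their call in RGC-like cells, while in IPC-like cells neither was called: *Dnmt1* kept its direction and *Uhrf1* had no value. *Nlgn1* was lower in cycling cells, by -0.80 in RGC-like and -0.85 in IPC-like cells. *Epha4* was higher in cycling RGC-like cells by 0.49 ± 0.09 (SE) and lower in cycling IPC-like cells by -0.58 ± 0.10 (SE), with adjusted p-values of 1.0e-06 and 2.4e-08 (edgeR, Benjamini-Hochberg). DESeq2 did not call *Epha4* in RGC-like cells, and without regression of the cycle scores it was not called in IPC-like cells. *Nrxn3* in IPC-like cells was higher by 0.58, which rested mainly on replicate 1, with ratios of 0.91 and 0.15, and it was not called by DESeq2.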

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

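The tests of GABAergic cells and of the sexes reported in this part were set out before their results were seen, apart from a counting interval added to the former afterwards; the alternative without regression of the cycle scores was chosen after the results were seen.

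In the 4 panel genes given here the difference between cycling and non-cycling cells went in opposite directions in RGC-like and IPC-like cells. The genes were called in both classes and chosen by those calls, so the interaction fitted to the same 8 sums (edgeR, Benjamini-Hochberg) gives the size of the difference and is no separate evidence for it. The effect in RGC-like cells minus that in IPC-like cells was 1.07 ± 0.13 (SE) for *Epha4*, with an adjusted p-value of 9.7e-05. It was -1.05 ± 0.18 (SE) for *Nrxn3* (0.00170), 0.69 ± 0.09 (SE) for *Tcf4* (0.000163) and -4.34 ± 0.49 (SE) for *Erbb4* (6.3e-05). Each effect had the same direction in both libraries within each class. The size for *Nrxn3* rested mainly on replicate 1: the ratios in replicates 1 and 2 were 0.91 and 0.15 in IPC-like cells. In RGC-like cells they were -0.48 and -0.46.

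A candidate explanation is that GABAergic cells, which have high *Erbb4* and *Nrxn3*, lie among the cycling IPC-like cells. It was tested by leaving out IPC-like cells with a *Gad1*, *Gad2*, *Dlx1* or *Dlx2* UMI. For *Epha4* the tables argue against it: the log2 ratio in IPC-like cells was -0.56 and -0.68 in replicates 1 and 2 over all cells and -0.49 and -0.68 without those cells. For *Erbb4* the ratio fell from 1.89 and 2.11 to 0.63 and 0.04, the direction this explanation needs. Both values met the limits set beforehand, 0.631 and 0.704, in replicate 1 with 0.626. The counting interval, added after these values were seen, had to stay under 1.26 in replicate 1. There the ratio rests on 9 against 12 UMIs, with an interval from -0.62 to 1.87, so GABAergic cells and a change of *Erbb4* inside IPC-like cells cannot be told apart. For *Nrxn3* the ratio was 0.68 in replicate 1 and -0.48 in replicate 2 after the cells were left out. For *Tcf4* it was -0.10 in replicate 1 and -0.32 in replicate 2. For these 2 genes the libraries disagree on how much of the ratio was left, which keeps the explanation open.

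Alternatives are given here for *Epha4*, *Nrxn3* and *Erbb4*, and parts of both sides of the pattern depended on the processing. *Erbb4* in cycling RGC-like cells did not: it was called in all alternatives fitted to both libraries, between -2.20 and -1.35. *Epha4* in these cells lost its call with DESeq2 only. In RGC-like cells DESeq2 called neither *Epha4* nor *Nrxn3*, and *Nrxn3* was -0.21 and not called both with no centring within libraries and without regression of the cycle scores. Without RGC-like cells that held a GABAergic UMI, the *Nrxn3* ratio went from -0.48 to -0.75 in replicate 1 and from -0.46 to -0.14 in replicate 2, there with a counting interval from -0.35 to 0.06. Without regression of the cycle scores, *Epha4* in IPC-like cells kept its direction at -0.40 and was no longer called, *Erbb4* fell to 1.13 and was not called, and *Nrxn3* turned to -0.40. With no doublets removed, *Erbb4* in IPC-like cells was 0.09 and *Nrxn3* 0.15, neither of them called. Over the other alternatives that gave a fit, *Epha4* in cycling IPC-like cells lay between -0.67 and -0.32. The cycle scores enter both the clustering and the comparison, so cells near the border of the class may shift with this choice. No biological explanation was tested, since the design has a single group.

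The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, which no comparison used, had 8899 UMIs in replicate 1 and 11679 UMIs in replicate 2, above the 3 counts that a count of 0 allows. A Y-linked UMI was found in 71.0% and 65.1% of the cells. *Xist* had 3 and 2 UMIs. Cells of both sexes in a library would leave a large share of cells with *Xist* and no Y-linked UMI, and the higher share of such cells was 0.0181%, which argues against it. Both libraries have the pattern of male cells, and no comparison of sexes can be made.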

How the results depend on the processing

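The alternatives without regression of the cycle scores, with shared markers counted, with the robust prior and without the class named Cajal-Retzius were chosen after the data were seen. The cause of a change was not tested unless stated.

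Among the MGE interneuron-like, RGC-like and IPC-like shares, the IPC-like share depended most on the processing. It was 4.10% with the looser cell filter, 3.09% with no doublets removed and 0.824% at a Leiden resolution of 0.6. It was 8.40% with panel genes allowed into the clustering and 4.06% without regression of the cycle scores. The upper-layer neuron-like share was 23.6% at resolution 0.6, against 18.5%. The RGC-like share was 6.44% with the looser filter and 6.29% with no doublets removed. The CGE interneuron-like share was 7.45% with shared markers counted toward a name, against 3.44%. The MGE interneuron-like share moved by less than 1 SD under the alternatives run. The share of that class with an *Sst* UMI was 12.2% in thinned cells and 7.88% with at least 2 UMIs required, both of which lower it by construction. The share of IPC-like cells in S or G2M phase was 59.5% with no doublets removed, 100% at resolution 0.6, 22.3% with panel genes in the clustering, 16.0% without regression of the cycle scores and 45.8% in thinned cells. At resolution 0.6 no comparison of cycling and non-cycling IPC-like cells could be made, because all of them were cycling.

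For *Efnb2* and *Epha4* with RGC-like cells as receiver, the share of class pairs with a lower product was 92.1% with no doublets removed. With IPC-like cells as receiver, where both libraries gave an identical rank and any shift exceeds their SD of 0, it was 94.8% with the looser filter, 93.8% with no doublets removed, 89.0% and 92.6% at resolutions of 0.6 and 1.5, 93.6% with panel genes in the clustering, 94.0% without regression of the cycle scores and 93.6% for log products. For *Nrxn3* and *Nlgn1* with IPC-like cells it was 90.4% with no doublets removed, 89.0% at resolution 0.6, 93.8% with panel genes in the clustering, 93.6% without regression of the cycle scores and 90.7% for log products. With the looser filter and with no doublets removed a further class entered. Those shares are thus over more than 210 class pairs, and small shifts there may come from the larger number of pairs.

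The numbers of panel genes called between MGE interneuron-like or progenitor classes and excitatory neuron-like cells, and between MGE and CGE interneuron-like cells, stayed within 1.5 times under each alternative run. Between MGE and CGE interneuron-like cells the calls shifted by direction, to 12 higher and 2 lower with no doublets removed and 15 higher and 13 lower with only the compared classes in the fit. Of its 19 genes, 14 kept call and direction with shared markers counted and 13 with no doublets removed. Between RGC-like and IPC-like cells 28 genes were called at resolution 0.6. The *Sst* comparison gave 152 genes in the count split, where each test has 50% of the UMIs, 47 with DESeq2 and 55 with no replicate block. DESeq2 called 9 panel genes in cycling RGC-like cells and 10 in cycling IPC-like cells, and without regression of the cycle scores 3 were called in cycling IPC-like cells, 0 higher and 3 lower, so that the calls of *Dnmt1* and *Uhrf1* there were lost. Of the 29 genes in cycling IPC-like cells, 14 kept call and direction with no doublets removed and 22 with panel genes in the clustering, where 6 were higher and 24 lower. The comparisons on 4 sums thus carry less weight than those between classes.

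Reversed directions in genes called in the main fit or in the alternative were found in 7 values of named genes. Without regression of the cycle scores, *Dnmt1* was -0.72 in IPC-like against excitatory neuron-like cells, 0.82 in RGC-like against IPC-like cells, and *Nrxn3* was -0.40 in cycling IPC-like cells. With no doublets removed, *Efna5* in IPC-like against excitatory neuron-like cells was -0.0080 and *Sstr2* in cycling IPC-like cells was 0.00060. *Epha4* in RGC-like against IPC-like cells was 0.12 at resolution 0.6, and *Efnb2* in cycling IPC-like cells was -0.42 with panel genes in the clustering. Of the other values of named genes in the tests, 1613 were counted as unchanged. These include any change of direction in a gene called in neither fit. A further 76 kept direction and lost the call, and 19 kept direction and gained one. Of the CPM values of named genes, 93 were counted as moved and 447 as unchanged. For the shares of the other classes, 40 values moved by more than 1 SD and 72 did not. The striatal projection neuron-like share, for example, was 10.2% with the looser filter, against 11.98%.

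Leaving out a library leaves 1 library, so no test can be run and counts of calls have no such value. The ratio of the remaining library moved by more than the SE, or had no SE to compare with, in 111 cases, stayed within it in 113, and changed the direction of no called gene. For counts in the class named Cajal-Retzius no split value exists, since the class was not found in the split data. With 2 libraries, low expression limits some comparisons: *Sstr2* in RGC-like cells rests on 1.20 and 2.39 CPM. The depth of the class is not the limit there. It held 2499590 and 3353469 summed UMIs, against 2325946 and 3465888 in MGE interneuron-like cells.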

Other observations

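The tests of free *Sst* RNA, of a single cell type in the class named Cajal-Retzius and of *Epha4* within each of the 2 clusters were chosen after the results were seen, as was the use of thinned *Sst* status, an alternative fixed beforehand, to test depth; the tests of droplets with an MGE interneuron and of striatal projection neuron-like cells were set out before theirs.

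Cells with an *Sst* UMI occurred in every class with at least 20 cells in each library. Free RNA in the droplets was tested as the only source outside the MGE interneuron-like cells and the class named Cajal-Retzius. In thinned cells, 0 classes had an interval above the pooled share of the other classes in both libraries. Striatal projection neuron-like cells lay above it in replicate 1, with 5.25% (3.68% to 7.22%) against 2.39%, and erythroid-like cells in replicate 2, with 5.92% (3.65% to 8.99%) against 2.34%. Upper-layer neuron-like cells lay below it in both libraries, at 1.73% and 1.60% against 3.31% and 2.89%. These cells are deep, with medians of 6852 and 5648.5 UMIs against 5493 and 4728 over all kept cells, and a fixed amount of free RNA makes up less of a deep cell after thinning, so free RNA and low expression in some classes cannot be told apart by this test.

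The class that the marker lists named Cajal-Retzius may hold more than 1 cell type. Of its 421 cells, 52 had a *Trp73* UMI and 293 a *Gad1* or *Gad2* UMI, and 3 had both, against 36.2 if the genes were independent. This argues against a single cell type. Cells with at least 2 *Sst* UMIs numbered 20 in replicate 1 and 5 in replicate 2 and held a mean of 17.95 and 12 *Sst* UMIs. MGE interneuron-like cells chosen by the same limit held 8.49 and 8.16, and with so few cells no difference is drawn from this. Free RNA in the droplets at the *Sst* level of the other classes would give 1.27 and 1.25 such cells, and the Poisson p-value of the number found was 1.4e-17 in replicate 1 and 0.00923 in replicate 2, which argues against it as the whole source. Droplets that also hold an MGE interneuron stay open: the 5 interneuron genes *Gad1*, *Gad2*, *Dlx1*, *Lhx6* and *Nxph1* reached at least 35.8% of the MGE interneuron-like level in these cells, and the GABAergic cells of the class would give the same rise. No biological explanation was tested.

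Striatal projection neuron-like cells made up 12.1% and 11.9% of the libraries. That they are cortical interneurons named by shared markers was tested with *Drd1*, *Drd2*, *Adora2a* and *Ppp1r1b*, which are on no marker list. Their summed level was at least 26.2 times that of MGE interneuron-like cells in both libraries, 90.2 and 98.3 CPM against 3.44 and 2.60 CPM, which argues against it. The tissue is labelled cerebral cortex, and whether neighbouring tissue was included in the dissection may be worth a check.

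*Sst*-positive MGE interneuron-like cells are likely to be the deeper ones, since a cell with more UMIs more often shows an *Sst* UMI. With *Sst* status taken from cells thinned to 1500 UMIs, 205 genes were called and 173 of the 285 genes kept their call and direction, which is 60.7%. Depth is thus not the whole cause, and for the other genes it stays open. The clusters of the class also differ in their share of *Sst*-positive cells. This makeup was examined for *Epha4* only, so it stays open for the other genes called.

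Lower *Epha4* in *Sst*-positive cells was weighed against the makeup of the class, which has 2 clusters. In the cluster of 857 cells, 24.5% and 21.5% of the cells were *Sst*-positive in replicates 1 and 2. In the cluster of 729 cells, 14.6% and 12.05% were. In the cluster of 857 cells with little *Nkx2-1* the log2 ratio of *Epha4* was -0.87 and -2.00, on 15 and 8 UMIs in *Sst*-positive cells, so a different makeup alone does not produce the fall there. In the cluster of 729 cells with more *Nkx2-1*, which holds most of the *Epha4* UMIs, the ratio was 0.35 and -0.18. There the fall seen over the class may come from the makeup. No biological explanation was tested.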
